A study of Kluyveromyces lactis with 4 samples. Its data were reported in "The Role of Nucleosome Positioning in the Evolution of Gene Regulation" (2010).

How the data were processed

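Total RNA from Kluyveromyces lactis strain CLIB 209, labelled with Cy3, was hybridized against genomic DNA of the same strain, labelled with Cy5, on 4 custom Agilent arrays. Per the labels, the cells came from mid-log cultures in rich medium, and the 4 arrays carry 4 RNA samples. They form 1 group, so no groups were compared. Per the labels all arrays lie on 1 slide. The genomic DNA channel is a common reference with no dye swap, so a gene's ratio includes any difference in how the dyes behave at its probes.

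The deposited scanner files hold the median brightness of each spot and of its local background as intensity in both channels, with no normalization. The same deposited files hold processed signals, also in units of intensity, which the Feature Extraction software had subtracted for background and normalized for dye. They also hold a log10 ratio of processed signals, per the file headers with genomic DNA over RNA. Between 99.87% and 99.95% of probes per array matched that direction when it was recomputed. Other deposited columns hold flags of 0 or 1, set by the software, for spots well above background, saturated or uneven. The file headers give version 10.1.1.1 in their field for grid placement, and the paper's methods name another version of the software. The deposited series table holds log2 ratios of RNA over genomic DNA, 1 per gene, in the authors' order and without gene names. It was used only for counts of genes and for the median of each array.

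Each array holds 11180 features, of which 536 are controls and 10644 are probes of 55 bases, 2 for each of 5322 genes. Ratios were computed here from the scanner brightness: local background was first removed in either channel, and RNA was then divided by genomic DNA on the log2 scale. Spots with a signal of 0 or less, and spots that the software marked as uneven or far from their replicates, were treated as missing on that array. The level of a gene was the median over its 2 probes, which equals their mean. Levels were quantile normalized between arrays and centred on the median gene. Equal ranks then receive equal values, so the gene ranked highest on all 4 arrays has an SD of 0. For the 5 highest and 5 lowest genes the SD before normalization is given instead.

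Levels were tested against the median gene with limma 3.58.1 in R 4.3.3, by an intercept-only model with moderated variances, two-sided, at a Benjamini-Hochberg adjusted p under 0.05. Genes at least 2-fold from the median gene were called with limma's treat function and a bound of 1 on the log2 scale. These tests treat the other dye, the probe and the median gene as fixed, and cover variation between the 4 arrays only. The quantile normalization and the fit were tested on simulated gene levels with 200 of 5322 genes moved. The background, probe and flag steps were not part of this test. At a shift of 0.5 on the log2 scale 94% of the moved genes were recovered and 3.09% of the calls were false. At a shift of 1.5 the treat function recovered 95.5%, with 0% false. All other genes had been placed well inside the bound of 1, so few false calls could arise. In the data the quartiles of the levels lay at -0.88 and 0.92, so the simulation does not show the error rate for genes near the bound.

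Gene sets were listed by symbol pattern before the data were examined. Sets with fewer than 10 genes were not tested. Each set was compared with all other genes by a two-sample Kolmogorov-Smirnov test, two-sided, with Benjamini-Hochberg adjustment over the sets, and its median was ranked among 10000 random lists of the same size. Genes in a set are not independent replicates. On simulated sets of 30 genes the test called 5.3% of 4000 sets with no shift and 100% of sets raised by 2 on the log2 scale. A first run with 500 sets had called 7.4%, and the number of sets was raised after that value was seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

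Gene names came from the reference table of assembly ASM251v1, which was made from another strain, NRRL Y-1140. Of the 5322 genes, 3914 matched by locus tag and 3075 had a symbol. None of the 1129 genes tagged to chromosome E matched, and 9 genes carry a protein identifier in place of a tag. Sets and names therefore leave these genes out. The files do not state the genome build of the array, so no positions are given, and the reference was used only for gene order, length and names.

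The genes named were the 5 highest and 5 lowest by mean level among genes with every used spot well above background in both channels and none saturated, the 3 with the largest SD under the same condition, the highest and lowest member of each called set, and LAC4, LAC12 and GAL1 where the reference names them. This rule and the alternatives were written before the data were examined, except as said here. The highest and lowest members of the sets were also taken only from genes above background throughout, a limit that the rule had not stated for sets. The SD used for the 3 most variable genes was taken before quantile normalization, a choice the rule had left open, and the SD after normalization named the same 3. Keeping the spots marked by the software, limiting the other genes to those with a symbol, leaving out set members whose usual product lies outside the set, loess and log2 Cy3 alone for the reproducibility of the replicates, and loess and the processed signals for the probes were added after the data had been seen.

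The other settings tried, all listed before the data were examined, were centring in place of quantile normalization, normexp background correction with an offset of 50, the processed signals, loess within each array, the mean of the probes, only spots well above background, log2 Cy3 alone, the deposited series table, each replicate left out in turn, a rank-sum test for the sets, matching by symbol only, the processed Cy5 signal, and a detection threshold of background plus 2 SD of its pixels. A slide term was not fitted, since all arrays share 1 slide.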

Results

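Expression in Kluyveromyces lactis was measured as the ratio of total RNA to genomic DNA on 4 arrays, 1 for each of 4 RNA samples from mid-log cultures in rich medium. The data answer how strongly each gene was expressed relative to the other genes of the same cells. The median Cy3 signal over local background was 3137.25, 2531.5, 2736.5 and 2910.5 on replicates 1 to 4, and the median Cy5 signal was 12223, 11945.5, 11811.2 and 12154.5. The median Cy3 spot lay 129, 108, 111 and 134 times above the local background on the 4 arrays. No spot was saturated. The median log2 ratio of RNA to genomic DNA was -1.89, -2.16, -2.05 and -2.01. The number of arrays, 4, limits the precision of every level below.

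The replicates were compared across genes before quantile normalization, to ask how reproducible the levels were. Pearson's r across genes lay between 0.993 and 0.995 for the 6 pairs of arrays, and Spearman's rho between 0.988 and 0.994. Genes are not independent replicates, so no p is given. The median SD of a gene over the 4 arrays was 0.10 on the log2 scale, and 99.4% of the variance lay among genes. With the processed signals of the software the median r was 0.975, the largest change among the settings run. Replicates 1 and 2 differed least, with a spread of 0.05 against 0.07 to 0.09 in the other pairs.

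Of 5322 genes, 2445 lay above the median gene and 2443 below it (limma, adjusted p under 0.05), and 434 were not called. At least 2-fold above the median gene were 1114 genes, and at least 2-fold below it 1053 (limma, treat). Loess normalization within each array changed these counts most, to 245 and 331. Loess removes the trend of the ratio on mean intensity (r 0.822 over probes before loess), which here includes the levels themselves. The smaller levels after loess, here and below, were thus partly set by construction. The SD of the levels among genes was 1.72 on the log2 scale. The levels reached from -6.38 to 5.92, with the central 90% of genes between -3.30 and 2.79.

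**Figure D1:**
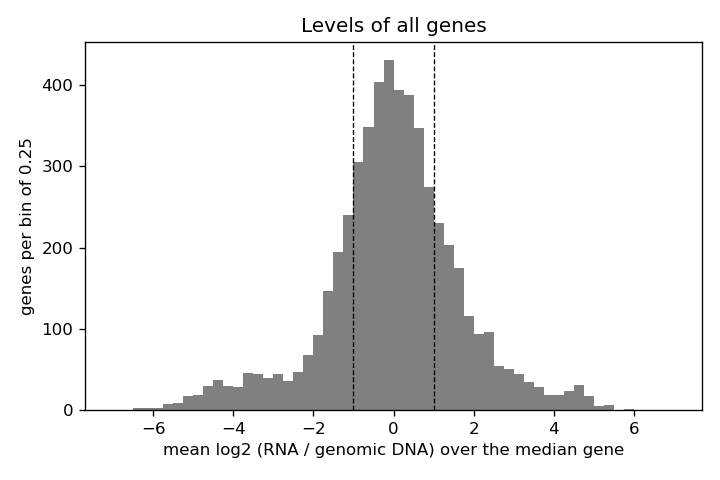
Number of genes (y axis, bins of 0.25) by mean log2 ratio of RNA to genomic DNA over the median gene (x axis), over 4 arrays; dashed lines mark 2-fold. The levels reach from -6.38 to 5.92.

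The probes of a gene were compared to ask how well a single level described the gene. Across genes, the mean log2 ratio of the 2 probes had a Pearson r of 0.965. The median SD between probes was 0.19, against 0.13 between arrays. After loess, which removes part of the levels by construction, r was 0.750 and the SD between probes 0.32. This was the largest change among the settings run. The processed signals gave an r of 0.816. The probes of 220 genes differed by at least 2-fold. For log2 Cy3 alone r was 0.964, and for log2 Cy5 alone 0.736.

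Detection was asked of each channel. In Cy3, 9 genes had no probe well above background on any array, and 5084 genes (95.5%) had every used spot well above background in both channels on all 4 arrays. At a threshold of background plus 2 SD of its pixels, 0 genes had no probe above it. The count of Cy3 spots not well above background was 38, 83, 376 and 59 on replicates 1 to 4. In Cy5, no gene lacked a probe well above background on all 4 arrays, and 1, 1, 2 and 1 genes lacked one on replicates 1 to 4. The log2 Cy5 signal had an SD of 0.64 over the 10644 probes, and 93.7% of probes lay within 2-fold of the median probe. A further 452 probes lay at least 2-fold above it and 218 at least 2-fold below. With the processed Cy5 signal these counts were 1424 and 1288. At least 8-fold below the median probe were 38 probes of 21 genes, and at least 4-fold above it 42 probes of 27 genes.

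**Figure D2:**
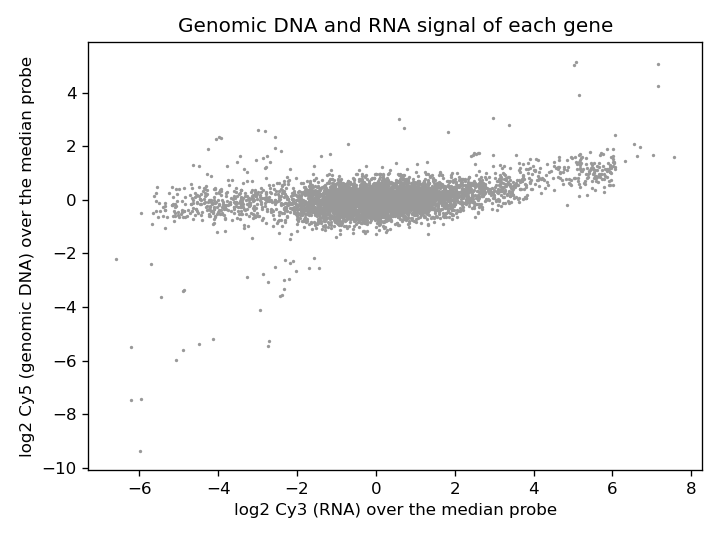
Log2 Cy5 signal of genomic DNA (y axis) against log2 Cy3 signal of RNA (x axis), each over the median probe and averaged over 4 arrays; each point is 1 gene. Across genes the signals have a Pearson r of 0.416.

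Functional gene sets were compared with the other genes to ask which processes were expressed strongly. Of 19 sets listed, 16 had at least 10 genes, and all 16 differed from the other genes (Kolmogorov-Smirnov test, adjusted p under 0.05), 11 higher and 5 lower. Glycolysis and fermentation (8 genes), membrane transporters (7) and histones (3) were not tested. After loess normalization, which removes part of the levels by construction, 4 sets were called higher and 0 lower, the largest change. The 42 genes of cytoplasmic ribosomal proteins had the largest shift, 4.61 ± 0.03 (SD, n = 4 arrays) on the log2 scale (adjusted p 2.00e-47 over the 16 sets by the Kolmogorov-Smirnov test across genes, not a permutation test). Respiratory chain and ATP synthase genes followed at 2.94 ± 0.03 and translation factors at 2.29 ± 0.07. These SDs cover the arrays and not the processing. With the processed signals the shifts of these 3 sets were 0.75, 0.51 and 0.65, and after loess 0.50, 0.25 and 0.34. With the processed signals the respiratory set lay below translation factors, mitochondrial ribosomal proteins (0.55), tRNA synthetases (0.55) and the proteasome (0.53). The shift was 1.91 for tRNA synthetases, 1.79 for chaperones, 1.57 for the cytoskeleton, 1.32 for the proteasome and 1.01 for mitochondrial ribosomal proteins. The smaller positive shifts were 0.63 for RNA polymerase subunits, 0.53 for the nuclear pore and 0.44 for ribosome biogenesis. The median of the nuclear pore set lay above 89.8% of 10000 random lists and that of ribosome biogenesis above 96.6%, both inside the central 95% of the lists. Meiosis and sporulation genes had the lowest shift, -2.32 ± 0.06, followed by mating at -0.90, peroxisome at -0.82, splicing at -0.73 and autophagy at -0.70. The shift of meiosis and sporulation was -0.72 with the processed signals. After loess it was -0.0150, and 4 sets lay lower. After loess normalization the shift of mating was 0.0447 and that of chaperones -0.10, each of opposite sign.

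**Figure D3:**
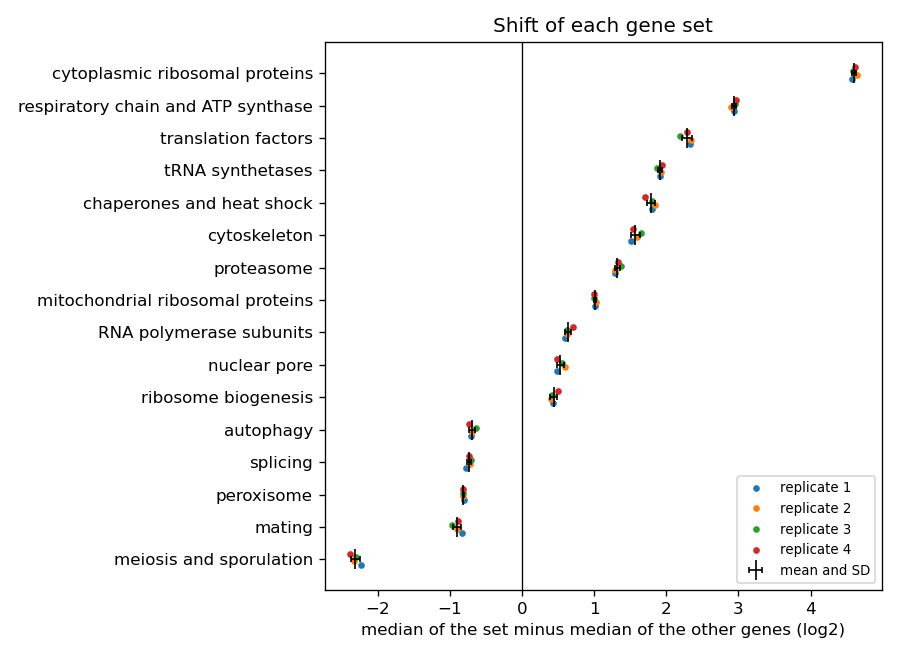
Shift of each tested set (x axis: median of the set minus median of the other genes, log2); colours mark the 4 replicates, and the black cross gives the mean and SD. Cytoplasmic ribosomal proteins lie highest at 4.61 and meiosis and sporulation lowest at -2.32.

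Among the 5084 genes measured above background throughout, the highest level was that of CCW12 (KLLA0F20031g), 5.92, with an SD of 0.19 before quantile normalization. Its log2 Cy5 signal lay 1.58 above the median probe. Its level was 4.76 with normexp, 0.74 with the processed signals and 0.27 after loess, and RPS30A lay above it in all 3 (5.28, 1.88 and 1.56). RPS30A followed at 5.43, KLLA0B07592g at 5.34, RPL42A at 5.32 and RPS26A at 5.32. The SD over 4 arrays before quantile normalization was 0.21, 0.22, 0.10 and 0.12 in that order. The lowest were KLLA0B00121g at -6.28, KLLA0C19569g at -5.59, KLLA0F00110g at -5.43, KLLA0B00209g at -5.17 and KLLA0D00165g at -5.03. The SD of these before quantile normalization was 0.32, 0.19, 0.25, 0.31 and 0.27. All 5 had a high denominator, with log2 Cy5 between 1.63 and 2.60 above the median probe. On log2 Cy3 alone, 1 of the 5 highest and 1 of the 5 lowest genes kept its place among the first 5. The counts were 0 and 2 after loess, 0 and 3 with the processed signals, and 3 and 5 with normexp. Without replicate 3 they were 4 and 5, and without replicate 4 also 4 and 5.

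The largest SDs belonged to MRPS28 (level 1.79 ± 0.71, SD, n = 4), KLLA0B10098g (-2.42 ± 0.66) and DIT2 (-0.50 ± 0.62). For MRPS28 a single probe deviated on replicate 2, by 2.998 on the log2 scale. For KLLA0B10098g 1 probe was left out on replicate 3 and the other deviated by 1.73. GAL1 lay at -0.20 ± 0.19 (limma, adjusted p 0.0197), and was not called without replicate 2 (adjusted p 0.0848) or without replicate 3 (adjusted p 0.111), nor with normexp (adjusted p 0.190), the processed signals (adjusted p 0.215) or loess (adjusted p 0.254). LAC4 and LAC12 are not named in the reference, so no value is given. Within the called sets the highest members included TEF2 at 5.30, HSP12 at 4.90, ACT1 at 4.37 and ATP2 at 3.91, with log2 Cy5 signals 1.69, 1.63, 1.11 and 1.34 above the median probe. With the processed signals ATP2 lay at 0.0291 and was not called. Among members with every spot above background, the lowest included PRM1 at -3.43 in the mating set, DMC1 at -3.17 in the meiosis set and PXA2 at -2.65 in the peroxisome set. Members with some spot not well above background lay lower in the mating set (BAR1 at -4.92) and in the meiosis set (IME2 at -5.10). These last 2 genes were chosen after their values were seen. RPP1 (-0.39), GCD10 (-0.30) and GLN3 (-0.10) were the lowest of their sets by symbol, and their usual products lie outside those sets.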

Values the study reported

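The study reported that most of its biological replicates correlated at 0.99. Replicates with a correlation under 0.95 were removed by its authors.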

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

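Of the tests in this part, that of the background SD on replicate 3 was planned before its result was seen, and every other was chosen only after the result it measures had been seen. No biological explanation was tested, since the samples form 1 group. A gap between the most distant replicate and its nearest neighbour, divided by the whole range, above the 95% critical value was found for 9 of 74 values looked at, where chance would give about 3.7. That figure does not hold strictly here, since the values include 3 genes chosen for their SD, of which 2 are among the 9, and levels with tied ranks. Of these 9 gaps, 6 were on replicate 3.

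Replicate 3 had 376 Cy3 spots not well above background, against 38 to 83 on the others (gap over range 0.867), and 140 genes with no probe well above background, against 11 to 28 (gap over range 0.868). In Cy5 it had 5 such spots against 2 on each other array (gap over range 1), a count too small to weigh. In the planned test, the background SD that the flag uses was 10.7 on replicate 3 and 10.2 to 10.4 on the others, so it was highest there, as a higher or more variable background would require, but only slightly. With the local background subtracted, 17 spots of replicate 3 lay under 5 background SDs, against 6 to 49 on the others, which argues against a more variable background alone. Less RNA signal is argued against by the median Cy3 signal, 2736.5 on replicate 3 and 2531.5 on replicate 2. The background that the software subtracted was 95.2 on replicate 3 and 50.9 to 73.5 on the others. It stood 21.7 above the next array, while the others ranged over 22.6, short of the margin set for that test. The spots not well above background had a median Cy3 signal of 129 over local background on replicate 3, against 40 to 70.5 on the others. The local background was 24.5 on replicate 3 and 22 to 24.5 on the others. These values go with a larger fitted background, which may account for the spots but stays open by that margin.

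RPL42A and RPS26A had 3 nearly equal levels and 1 apart (gap over range 0.9999 and 0.9994). Before quantile normalization the gap over range was at most 0.440. Quantile normalization, which gives equal ranks equal values, is consistent with this.

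MRPS28 was high on replicate 2 (gap over range 0.867). One probe deviated by 2.998 there and the other by -0.0314, in line with a fault at 1 probe. ACT1 was high on replicate 3 (gap over range 0.897), where the probes deviated by 0.825 and -0.0949, again in line with a fault at 1 probe. PRM1 was low on replicate 3 (gap over range 0.986), with deviations of -0.383 and 0.0344. The limits for these probe tests were set with the values known, so they describe the deviations more than they test them. KLLA0B10098g was high on replicate 3 (gap over range 0.975), where 1 probe was left out and the other deviated by 1.73. With the marked spot of the left-out probe kept, that probe deviated by -0.29, the opposite way, in line with a fault at 1 probe. The software had marked that spot, so its value carries little weight.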

How the results depend on the processing

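Alternatives added after the data had been seen were keeping the spots marked by the software, limiting the other genes to those with a symbol, and leaving out set members outside the set by product, none of which changed a call or a direction. Loess and log2 Cy3 alone for the replicates, and loess and the processed signals for the probes, were also added then. The counts of genes above and below the median gene say little here, since centring fixes their balance and 91.8% of genes were called. After loess the levels had an r of only 0.403 with those reported.

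With the processed signals, 316 genes lay at least 2-fold above and 566 at least 2-fold below the median gene. The median r between replicates was 0.975, the median SD 0.0776 and the variance among genes 97.2%. Between probes r was 0.816 and the SD 0.28. Of the sets, 2 were called lower, and the shifts no longer called were nuclear pore 0.22, peroxisome -0.33, autophagy -0.36, mating -0.38 and chaperones 0.13. DIT2 (0.27), RPP1 (0.47) and GCD10 (0.34) reversed. MRPS28 (0.45), ATP2 (0.0291), NOP19 (-0.0961), GLE1 (-0.0680) and GAL1 (-0.0922) were no longer called, and GLN3 (-0.13) was. The sets that stayed called shrank too, as cytoplasmic ribosomal proteins to 0.75 and the respiratory chain to 0.51. The processed Cy5 signal put 1424 probes at least 2-fold above and 1288 below the median probe. Levels from the processed signals had an SD among genes of 0.98, against 1.72 in the main setting. Their r with the levels reported was 0.72. The software had subtracted background and normalized for dye, and which of these steps caused the changes was not tested.

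After loess, 245 genes lay at least 2-fold above and 331 below, 4 sets were called higher and 0 lower. The median r between replicates was 0.987, the median SD 0.0751 and the variance among genes 98.7%, and between probes r was 0.750 and the SD 0.32. The shifts of mating (0.0447) and chaperones (-0.10) reversed. Those no longer called were translation factors 0.34, tRNA synthetases 0.23, proteasome 0.24, nuclear pore 0.21, RNA polymerase 0.24, splicing -0.15, peroxisome -0.11, autophagy -0.24, meiosis -0.0150 and cytoskeleton 0.23. Reversed genes were DIT2 0.43, RPP1 0.72, TEF2 -0.12, GCD10 0.56, NOP19 0.43, RPN14 0.0487, ATP2 -0.30, GLE1 0.0588, PXA2 0.42, SPS18 -0.0890, HSP12 -0.22 and HSP26 0.55. GAL1 (-0.0834) was no longer called, and GLN3 (-0.13) was. Cytoplasmic ribosomal proteins fell to 0.50 and the respiratory chain to 0.25. Loess removes by construction the trend of the ratio on mean intensity, whose r over probes was 0.822 before and -0.182 after. With RNA against genomic DNA that trend includes the levels themselves.

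Normexp gave a median r of 0.980, 97.002% of variance among genes, and between probes an r of 0.934 and an SD of 0.24, and DIT2 (-0.29) and GAL1 (-0.13) were no longer called. On log2 Cy3 alone the median r between replicates was 0.992, the median SD 0.13, the variance among genes 99.2% and the SD between probes 0.22, and MRPS12 (0.66) and GLN3 (0.0110) reversed. With only spots well above background 99.3% of the variance lay among genes and DIT2 (-0.51) was not called. At background plus 2 SD, 0 genes had no Cy3 probe above it. The cause was not tested for these.

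Leaving out each replicate gave a median SD of 0.0825 to 0.103 (lowest without replicate 3), 9 to 14 genes with no Cy3 probe well above background (14 without replicate 1) and 0 to 1 in Cy5 (1 without replicate 3). Fewer arrays make the absence of signal on all of them more frequent by construction. In every such run 11 sets were called higher and 5 lower. DIT2 was not called without replicate 2 (-0.44) or 4 (-0.23), nor GAL1 without replicate 2 (-0.16) or 3 (-0.14), and GLN3 was called without replicate 3 (-0.18).

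The mean of the probes and matching by symbol only gave the main values by construction. A slide term could not be fitted with 1 slide, and the series table carries no gene names, so it was not used for sets and named genes. Depth was high, with the median Cy3 spot 108 to 134 times above background, and limits only the dimmest genes.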

Other observations

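Tests chosen only after the result was seen were those of a high denominator at chromosome ends, of absent or altered sequence, of length and genomic DNA in longer genes, of DIT2, the excess Cy5 as a share of Cy3, and the removal of a GC trend from probes with a low or high Cy5 signal. The other tests in this part were planned before their results were seen. No explanation that needs a comparison of conditions was tested, since the samples form 1 group. Explanations that lie in the genes, such as absent or altered sequence and short ribosomal protein genes, were tested across genes only.

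The genomic DNA signals of both probes of a gene resembled each other, with r 0.736 across genes. Among the 4274 genes whose probes share no stretch of 12 bases r was 0.592, lower but far from 0, which argues against overlapping sequence as the whole cause. After a trend on GC content was removed r was 0.734, and between neighbouring genes it was 0.0932, which argues against GC content and against a regional signal as the whole cause. The r between neighbours lay beyond the highest of 1000 shuffled orders, 0.0633, so a small regional signal was present. What makes the probes alike stays open.

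Of the 38 probes at least 8-fold below the median Cy5 probe, 86.8% lay within the central GC range set for the planned test, which holds 99.8% of all probes. Extreme GC was thus more frequent among them, and across probes GC had an r of 0.362 with log2 Cy5. After removal of a trend on GC 35 of the 38 stayed at least 8-fold below, which argues against GC as the whole cause. Their median distance to the nearest other such probe was 10.1 array positions, against 10 for random probes, which argues against a surface defect. For 89.5% of them the partner probe was also at least 8-fold below, consistent with sequence absent from or altered in the strain at the whole gene. That remains a hypothesis, since no sequence of the strain was available. The 17 genes with both probes this low had a median log2 Cy3 of -4.82, so their signal was weak in both channels. Their median level, 0.9998, is a ratio of weak signals and says little about their expression.

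Of the 42 probes at least 4-fold above the median Cy5 probe, 38.1% share 20 bases with a probe of another gene, against 1.73% of the other probes. These probes belong to 27 genes and sharing is mutual, so they are not independent and no p is given. Repeated sequence may explain these 16 probes and leaves the others open. Of the 42, 92.9% lay within the same GC range, so extreme GC was more frequent here too. After removal of the trend 29 stayed at least 4-fold above, which argues against GC as the whole cause and leaves it open for the other 13.

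The 100 genes nearest to chromosome ends, 10 per end of 5 chromosomes in the reference order, had levels shifted by -1.36 on the log2 scale against the other genes. On log2 Cy3 alone they lay at -1.12, below all 10000 random lists, which argues against a high genomic DNA denominator as the whole cause, although their Cy5 shift was 0.26. After removal of a trend on GC the shift was -1.34. The low levels may thus lie in the RNA, a hypothesis found and tested on the same data.

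Genes with more RNA signal had more genomic DNA signal, with r 0.416 across genes. Among genes below the median in Cy3 r was 0.17, above 1000 shuffled orders, and the excess Cy5 was 23.0% of Cy3 between the 90th and 97th percentile but 9.08% in the top 1%. Leakage at a constant share of Cy3 is argued against as the whole cause. After removal of a trend on GC from both signals the brightest 10% of genes still lay 0.49 higher in log2 Cy5. RNA left in the genomic DNA was not tested.

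The planned search for similar levels in neighbouring genes found none. Levels of neighbouring genes had an r of 0.02, within that of 1000 shuffled orders (-0.05 to 0.07). On log2 Cy3 with log2 Cy5 removed r was 0.0203, and after removal of a trend on GC 0.0152, so tests of a shared genomic DNA signal and of GC decide nothing. Shorter genes did not have higher levels: rho of level with length was 0.0610, and 0.0957 without the ribosomal protein sets, small but beyond the highest of the shuffled lengths, 0.0567 and 0.0442. The sign is opposite to the pattern searched for, so its tests decide nothing. The rho of log2 Cy3 alone was 0.0486, of the same sign and just within the highest of its shuffles, 0.0497. Log2 Cy5 alone had a rho of -0.0751 with length, beyond shuffled lengths. The denominator may thus contribute to the slightly higher levels of longer genes. Falling just short of the highest shuffle does not rule out a trend in the RNA as well.

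Replicates 1 and 2 differed less than the other pairs. Their remaining difference recurred between both probes of a gene with an r of 0.177 after removal of a trend on level, against 0.0481 to 0.202 in the other pairs. Before that removal r was 0.264, the highest of all pairs, against 0.0509 to 0.242 in the others. The planned test had taken such recurrence to speak against 1 shared RNA extract, but separate labelling of the arrays could also give it. These data alone therefore cannot tell a shared extract from separate ones. The paper describes the RNA samples it hybridized as biological replicates.

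DIT2 fell by 1.32 and 1.47 at its probes between replicates 1 and 4, which argues against a fault at 1 probe. Whether the difference follows the culture or the handling of the RNA stays open.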
